A study of Homo sapiens with 16 samples.

How the data were processed

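RNA of human neurons was measured in 16 libraries, namely 2 libraries in each of 8 groups formed by fraction (input or polysome) and by FMR1 genotype (WT or KO) or hairpin (scramble or UBAP2L knockdown). Groups were taken from the sample labels, and the knockdown group of each fraction held 1 library of hairpin 3 and 1 of hairpin 4. Per the labels, stem cells were transduced with lentivirus and selected with puromycin before neurons were made, lysates were prepared after cycloheximide at 100 µg/ml on day 14, and libraries were made with the TruSeq Stranded mRNA kit. The labels do not give the FMR1 genotype of the transduced cells, the strand setting used for counting or the culture from which each replicate came.

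The deposited table held RPKM values (reads per kilobase and 1e06 reads, per the authors) of 12132 genes in all 16 libraries. The submitters' processing notes list cutadapt 1.4.0, STAR 2.4.0i, featureCounts 1.5.0 and DESeq2 1.10.1 with the genome build hg19. The filter that reduced the table to 12132 genes is not stated in the sources used here, and the lowest mean RPKM of a deposited gene was 0.979. Symbols and gene types came from GENCODE release 29 by gene identifier, which named 11819 genes and left 313 without a symbol. Library depth and whole reads were recovered from the step between RPKM values of a gene, and 100.0% of genes gave whole reads within 0.01 read in all libraries. The recovered depth was 13893277 to 21378797 reads, so 1 read in a gene of 1 kb was worth 0.0628 RPKM in WT input 1, and the deposited genes held 98.99% to 99.4% of the reads. On simulated tables the depth was exact in 16 of 16 libraries, and whole reads were exact for 99.7% of 597 genes.

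Each experiment of 8 libraries was fitted on its own with limma 3.58.1 (lmFit, then eBayes with a trend on level) on log2(RPKM + 1) in R 4.3.3, with 1 mean per group. Genes with RPKM of at least 1 in at least 2 libraries of the experiment were tested, which kept 12119 and 12105 genes, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The contrasts were polysome against input in WT and in scramble, KO against WT and KD against scramble within each fraction, and the interaction term for polysome relative to input. Spiked changes in simulated tables tested the fit. Of 100 genes with a log2 change of 1, the fit recovered 99% in KO input, 88% in KO polysomes relative to input, 99% in KD input and 81% in KD polysomes relative to input, with 13, 12, 17 and 13 false calls, and it recovered 100% of changes of 2. Changes of 1 and 2 were spiked together, so these rates do not carry over to real contrasts with few changed genes. In KO polysomes relative to input, TMLHEP1 changed by -1.09 ± 0.23 and was not called.

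Gene lists were written before the data were examined, and the 27 of 30 lists with at least 5 tested members were tested with camera at a preset inter-gene correlation of 0.01, adjusted over lists within a contrast. Alternatives were camera with an estimated correlation and fry. Within lists, counts were also made with p-values adjusted over the list alone. Named genes were the 8 with the largest changes in each direction among called genes with a mean RPKM of at least 5, the 5 with the smallest p where few passed, and up to 4 members of lists. After the data were seen, the 8 largest changes among protein-coding genes were added because pseudogenes filled the original rule. Results of some single genes that met these rules are not reported here. The changes in the 2 experiments were compared by correlation and by following the 200 genes with the smallest p in each direction.

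Alternatives were other pseudocounts (0.1 and 5), a mean RPKM of at least 5, median-ratio rescaling, quantile normalization, scaling to reads outside mitochondrial genes, robust eBayes, 1 fit over all 16 libraries, fits of only the 4 libraries of a contrast, protein-coding genes alone, voom on recovered reads, replicate blocks and leaving out each replicate of both fractions. Of these, voom, protein-coding genes alone and scaling outside mitochondrial genes were chosen after the data were seen. Pairing was checked by correlating replicate differences over 6833 genes. Input and polysome differences correlated at -0.11 in WT, -0.14 in KO, 0.25 in scramble and 0.68 between hairpins, and WT and KO differences at -0.12 in input and 0.27 in polysomes, so the numbers did not pair the fractions in the FMR1 experiment and the hairpin lines paired by label. Replicate libraries differed by more than counting error, with a chi-square per degree of freedom of 7.92 to 86.2. Between hairpins 3 and 4 it was 38.0 in input and 119 in polysomes. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.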

Results

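The series profiled RNA of human neurons in 16 libraries that fall into 2 experiments of 8. The cells came from H1, a human embryonic stem cell line, and were turned into neurons by doxycycline-induced expression of the transcription factor NGN2, with collection on day 14. In the FMR1 experiment, clones edited with CRISPR-Cas9 into FMR1 knockout (KO) were set against wild-type (WT) clones. In the UBAP2L experiment, neurons carrying a lentiviral short hairpin RNA against UBAP2L (hairpin 3 or hairpin 4) were set against neurons with a non-targeting hairpin (scramble). Libraries were made from input RNA and from polysome RNA, which is bound by ribosomes, and each of the 8 groups held 2 libraries, with the 2 hairpins together forming the knockdown (KD) group. Library depth ran from 13893277 to 21378797 reads. Mitochondrially encoded genes took 10.3% to 12.7% of the reads in inputs of the FMR1 experiment and 18.1% to 26.3% in inputs of the UBAP2L experiment, with 26.3% in scramble input 2. The fraction set the main axis of variation, with 69.6% of the variance on the leading principal component, and libraries of the same group correlated at 0.989 to 0.996 across genes. The labels do not say whether the 2 libraries of a group came from separate cultures, so p-values measure only the spread between these libraries, which may be technical. Changes are differences in log2(RPKM + 1) with their standard error, a scale that understates the change of genes at low levels. A replicate left out as a check was left out in both fractions, so 1 library remained in its groups and the spread came only from the other groups of the experiment.

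FMR1 (ENSG00000102081.9), which encodes the RNA-binding protein FMRP that is lost in fragile X syndrome, stood at 12.1 and 11.9 RPKM in the 2 WT inputs and at 3.11 and 2.58 RPKM in the 2 KO inputs. In polysomes it stood at 8.45 and 9.92 RPKM in WT and at 1.08 and 1.23 RPKM in KO. The KO mean was 76.4% lower than WT in input (log2 change -1.77 ± 0.11, adjusted p = 1.37e-07) and 87.4% lower in polysomes (-2.24 ± 0.11, adjusted p = 8.65e-09). In the UBAP2L experiment FMR1 was low in every library. It measured 2.12 and 1.60 RPKM in scramble inputs, 2.30 and 1.89 RPKM in the inputs of hairpins 3 and 4, 0.635 and 0.605 RPKM in scramble polysomes, and 0.684 and 0.901 RPKM in polysomes of hairpins 3 and 4. The labels do not state the FMR1 genotype of the cells in that experiment.

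UBAP2L (ENSG00000143569.14), which encodes a ubiquitin-associated RNA-binding protein found in stress granules, stood at 11.2 and 10.3 RPKM in scramble inputs, 6.90 RPKM in the input of hairpin 3 and 5.80 RPKM in that of hairpin 4. In polysomes it stood at 9.03 and 9.19 RPKM in scramble, 5.30 RPKM with hairpin 3 and 3.46 RPKM with hairpin 4. Relative to the scramble mean, hairpin 3 left 64.0% of UBAP2L in input and 58.2% in polysomes, and hairpin 4 left 53.8% and 38.0%. The fall passed the threshold in polysomes (log2 change -0.93 ± 0.17, adjusted p = 0.021) and not in input (-0.68, adjusted p = 0.105), and the polysome call was lost without either scramble replicate, where the spread came only from the 2 hairpins and the change stayed at -0.94 and -0.92. UBAP2L stood at 12.03 ± 1.32 RPKM (mean ± SD, n = 2) in WT input and at 14.8 and 15.2 RPKM in the KO inputs, a difference that did not pass the test (0.30 ± 0.10, adjusted p = 0.652). The FMR1 paralogs were present throughout, with FXR1 at 11.3 ± 0.739 RPKM in WT input and 11.7 ± 1.07 RPKM in KO input, and FXR2 at 11.9 ± 0.715 RPKM and 13.8 ± 0.383 RPKM.

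**Figure D1:**
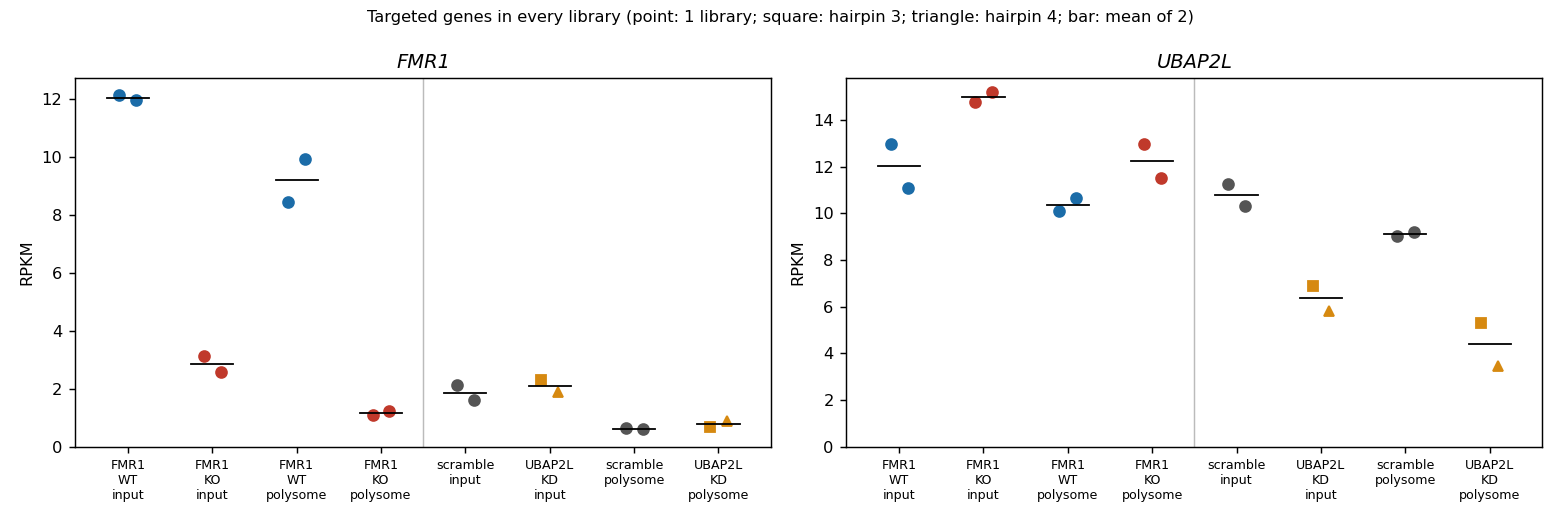
RPKM of FMR1 (left panel) and UBAP2L (right panel) in each of the 16 libraries, with 1 point per library, squares for hairpin 3, triangles for hairpin 4 and bars for the mean of 2 libraries. FMR1 lay at 11.9 to 12.1 RPKM in WT inputs and at 3.11 RPKM or less in KO inputs and in every library of the UBAP2L experiment, and UBAP2L was lower with either hairpin than in scramble.

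Polysomes were set against input in the control neurons to describe which mRNAs were rich in ribosome-bound RNA. In WT neurons C4orf48, which encodes a small secreted protein, rose from 77.9 ± 11.7 to 338 ± 64.0 RPKM (n = 2 each, log2 change 2.10 ± 0.13, adjusted p = 1.42e-08). PET100, a cytochrome oxidase assembly factor, rose by 1.75 ± 0.14, LAMTOR4, a subunit of the lysosomal Ragulator complex, by 1.73 ± 0.11, and ATP5ME, a subunit of ATP synthase, by 1.69 ± 0.12. Among mRNAs low in polysomes were those of DDX6, a helicase of processing bodies (-2.79 ± 0.13), and VHL, the substrate receptor of a ubiquitin ligase (-2.68 ± 0.12). FTH1, the ferritin heavy chain, fell from 1207 ± 79.5 to 315 ± 2.71 RPKM (-1.94 ± 0.10), and the tubulin gene TUBA1C fell from 259 to 68.0 RPKM (-1.91 ± 0.11). These 4 falls were named from protein-coding genes alone, a choice made after the data were seen, because the 8 largest falls over all genes were pseudogenes and the noncoding RNA 7SK (-2.98 ± 0.24). Those pseudogenes included IDSP1 (-4.06 ± 0.23), TCAF1P1 (-3.66 ± 0.19) and the ferritin copy FTH1P23 (-2.98 ± 0.11). Values of pseudogenes and of their parents, such as FTH1, are uncertain, because near-identical copies can share reads.

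By the preset-correlation test several gene lists differed between WT input and polysomes, and 0 of these list calls held with an estimated correlation (adjusted p = 0.679 to 0.74). With an estimated correlation no list passed camera in any contrast (smallest adjusted p = 0.341). Of 72 tested nuclear-encoded subunits of oxidative phosphorylation, 66 rose and 2 fell, with a median log2 change of 0.88, and NDUFB7 (1.61 ± 0.10) and NDUFA11 (1.62 ± 0.11), both of complex I, were among them. Polysome minus input fell with gene length in every pair of libraries, with Spearman correlations from -0.34 to -0.18. In WT, protein-coding genes matched in length to processed pseudogenes had a median of 0.79, against -0.02 for all protein-coding genes. Whether gene length accounts for the shifts of lists between input and polysomes was not tested. Of 31 proteasome and ubiquitin genes, 19 rose and 0 fell (median 0.36, PSMB5 1.19 ± 0.09), and of 20 chaperones of the unfolded protein response 15 rose and 2 fell (median 0.41), led by the secreted factor MANF (1.44 ± 0.10). Of 9 tested interferon response genes 6 rose and 0 fell (median 0.70), and these were antigen-presentation genes such as HLA-B (1.07 ± 0.10) and B2M (0.90 ± 0.10). Other lists were lower in polysomes. Among 25 mRNAs of stress granule proteins 16 fell and 2 rose (median -0.45), including the cold-shock protein gene YBX1 (-1.70 ± 0.10) and TIAL1 (-1.15 ± 0.11). Of 32 axon guidance and adhesion genes 22 fell and 1 rose (median -0.33, SEMA6D -0.92 ± 0.11), of 34 chromatin modifiers 18 fell and 4 rose (median -0.27, SMARCC2 -0.83 ± 0.11), and of 13 mitochondrially encoded mRNAs, which are not translated by cytosolic ribosomes, 10 fell and 0 rose (median -0.66). Each count was the same when adjusted over the list alone. The 52 tested mRNAs of a list of FMRP-bound mRNAs split into 6 that rose and 20 that fell, or 6 and 19 when adjusted over the list alone, and 73 ribosomal protein genes into 21 that rose and 25 that fell. ANK3, which anchors sodium channels, was among the FMRP-bound mRNAs that fell (-0.88 ± 0.10).

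In WT, limma called 3490 genes higher and 3969 lower in polysomes among 12119 tested. Median-ratio rescaling turned the split to 2805 and 4851, and quantile normalization reversed it to 3923 and 3590, as did a minimum mean RPKM of 5 (2641 and 1965). Without WT replicate 1 the split was also reversed, to 2260 and 2012, a total of 4272 in place of 7459. By camera with a preset inter-gene correlation of 0.01, the adjusted p was 2.43e-19 for oxidative phosphorylation, 0.000307 for the proteasome, 0.00538 for chaperones, 0.0062 for stress granule proteins, 0.0105 for axon guidance, 0.0137 for interferon response, 0.0151 for mitochondrial mRNAs and 0.0385 for chromatin modifiers. The FMRP-bound list did not pass (median -0.13, adjusted p = 0.125). By fry the adjusted p was 0.00375 for oxidative phosphorylation, the proteasome and chaperones, and 0.000282 for interferon response. It was 0.00928 for stress granule proteins, 0.0183 for axon guidance and 0.0295 for chromatin modifiers. The mitochondrial and FMRP-bound lists did not pass fry (adjusted p = 0.0837 and 0.0731). Quantile normalization ended the calls of the chaperone, chromatin and mitochondrial lists, and leaving out WT replicate 2 ended that of the mitochondrial list (median -0.25). The chromatin call was also lost without WT replicate 1 (median -0.19) or either KO replicate.

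The scramble neurons showed the same comparison in the other experiment. C4orf48 rose from 143 ± 10.1 to 759 ± 13.1 RPKM (log2 change 2.41 ± 0.17, adjusted p = 4.28e-07), and SEC61G, a subunit of the translocon of the endoplasmic reticulum, rose from 29.4 ± 7.3 to 155 ± 7.5 RPKM (2.38 ± 0.18). The copper chaperone COX17 rose by 2.24 ± 0.14 and the complex I subunits NDUFB1 and NDUFC2 by 2.19 ± 0.16 and 2.19 ± 0.18. The largest rise was that of RNA5-8SP6, a pseudogene of 5.8S ribosomal RNA, to 1876 ± 517 RPKM in polysomes (6.54 ± 0.62). VHL fell by 2.60 on the log2 scale, the ribosomal protein gene RPL12 by 2.19, IGFBPL1 by 2.14 and the transcription cofactor gene LDB1 by 2.11, all named from protein-coding genes alone. Of 72 oxidative phosphorylation subunits 67 rose and 0 fell (median 1.26), of 31 proteasome genes 22 rose and 0 fell (median 0.65), of 20 chaperones 14 rose and 1 fell (median 0.58), and of 13 mitochondrially encoded mRNAs 13 fell (median -1.53). Protein-coding genes matched in length to processed pseudogenes had a median of 1.12 in scramble, against 0.11 for all protein-coding genes. Of 25 stress granule genes 11 fell and 3 rose (median -0.34, YBX1 -1.72 ± 0.17, with TARDBP at 0.92 ± 0.16), and of 32 axon guidance genes 11 fell and 2 rose (median -0.27). Adjusted over the list alone, the proteasome count was 23 and 0, that of chaperones 15 and 1 and that of axon guidance 2 rising and 9 falling. Of the 52 FMRP-bound mRNAs 6 rose and 11 fell (5 and 10 when adjusted over the list alone), with APC at -0.53 ± 0.16.

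In scramble neurons limma called 3550 genes higher and 2255 lower among 12105, and the total was 2457 without scramble replicate 1 and 2503 without scramble replicate 2. The median of all genes was 0.09 as deposited and -0.15 after median-ratio rescaling, a shift of -0.24 that turned the split to 2276 higher and 4586 lower. Scaling to reads outside mitochondrial genes gave 2558 higher and 4002 lower. The camera test compares a list with all other genes, and it gave adjusted p of 1.75e-19 for oxidative phosphorylation, 1.62e-05 for the proteasome and for mitochondrial mRNAs, 0.0101 for stress granule proteins, 0.0167 for chaperones, 0.0316 for axon guidance and 0.145 for the FMRP-bound list (median -0.02). The interferon response and chromatin modifier lists, called in WT, did not pass in scramble (adjusted p = 0.109 for each), and the difference was not tested. In scramble 6 of 9 interferon response genes rose and 0 fell (median 0.81). Of 34 chromatin modifiers 3 rose and 12 fell (median -0.08). With an estimated correlation the adjusted p was 0.741 for each list named here. By fry it was 0.00903 for oxidative phosphorylation and chaperones, 0.0198 for the proteasome and 0.0386 for interferon response. The other lists named here did not pass fry. No called list changed direction under another scaling, but quantile normalization ended the chaperone and mitochondrial calls and median-ratio rescaling the axon guidance call, which was also lost without scramble replicate 1 (median -0.17). Across 12092 genes the polysome-against-input changes of WT and scramble neurons correlated at Pearson r = 0.93 (Spearman rho 0.93), where genes are not independent replicates.

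**Figure D2:**
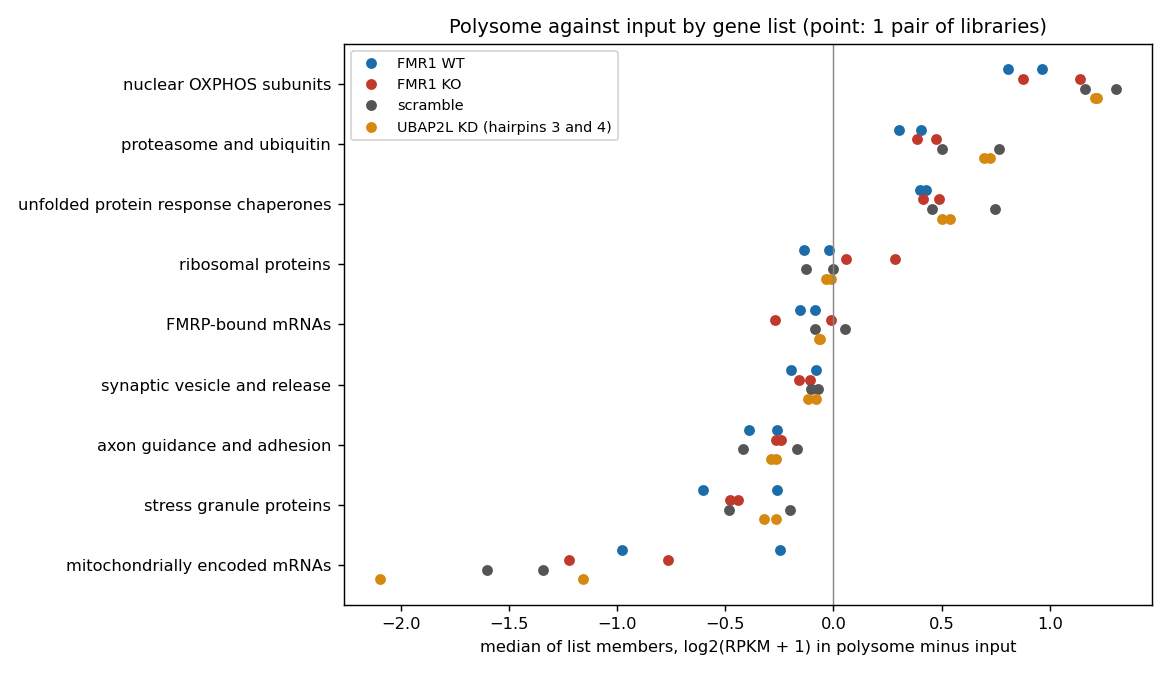
Median over list members of log2(RPKM + 1) in polysome minus input (horizontal axis), for 9 gene lists (vertical axis) and 8 pairs of libraries, with input and polysome paired by replicate number or hairpin, a pairing by number that the labels do not state, 1 point per pair and colours for WT, KO, scramble and knockdown. Nuclear subunits of oxidative phosphorylation lay between 0.81 and 1.30 in all 8 pairs and mitochondrially encoded mRNAs between -2.09 and -0.25, and FMRP-bound mRNAs lay between -0.27 and 0.05.

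The FMR1 KO was set against WT within each fraction to find mRNAs whose level differed between KO and WT neurons. These came from different clones, so an effect of FMRP loss cannot be told from a difference between clones. A small group of genes changed strongly, and mostly in input and polysomes alike. NAP1L5, an imprinted gene of the nucleosome assembly protein family, fell from 43.1 ± 0.0947 RPKM in WT input to 0.745 ± 0.0241 RPKM in KO input (log2 change -4.66 ± 0.11, adjusted p = 3.48e-13) and by 5.08 in polysomes. SHISA6, an auxiliary subunit of AMPA receptors, fell from 27.3 ± 0.26 to 6.22 ± 0.22 RPKM in input (-1.97 ± 0.10) and by 2.02 in polysomes. The adhesion genes CNTNAP4 and NCAM2 fell by 1.89 and 1.09 in input and by 1.73 and 0.94 in polysomes. CXCL11, an interferon-inducible chemokine gene, rose from 2.90 ± 0.41 to 39.0 ± 0.76 RPKM in input (3.36 ± 0.13, adjusted p = 4.24e-10) and by 3.02 in polysomes, and BLCAP, another imprinted gene, rose by 0.59 in each fraction.

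The immediate early transcription factor genes EGR1 and FOS also rose in KO input, EGR1 from 1.96 ± 0.23 to 15.7 ± 3.95 RPKM (2.48 ± 0.17) and FOS from 3.54 ± 0.13 to 15.7 ± 3.08 RPKM (1.86 ± 0.14). In polysomes they rose by 1.91 ± 0.17 and 1.42 ± 0.14. The lincRNA D21S2088E fell by 2.76 in input. The splicing factor gene SRSF5 rose by 0.51 in input, a call lost without any 1 of the 4 replicates, and LY6H (-0.71) and MIR124-2HG (-0.53), the host gene of a neuronal microRNA, fell in polysomes. MT-TT, the mitochondrial threonine tRNA, rose by 0.97 in input, and the pseudogenes RPL24P8 and RPS15AP1 fell by 0.71 and 0.65, values that are uncertain because of shared reads. Of 10 genes called higher in input and 8 in polysomes, 7 were shared, and of 12 and 14 called lower, 7 were shared.

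Apart from EGR1 and FOS, 0 members of the lists other than that of the targets and their paralogs passed the test between KO and WT. Among 14 tested immediate early genes 2 rose in input, or 3 when adjusted over the list alone, with JUNB at 0.63 ± 0.13 (adjusted p = 0.0729), and the list's median of 0.06 lay far under its mean of 0.35. In polysomes 2 of them rose, or 4 with 2 falling when adjusted over the list alone, with a median of -0.0028 and a mean of 0.21. Adjusted over the list alone, 3 of 9 interferon response genes were lower in input and 2 in polysomes, and 3 of 21 noncoding RNAs were lower in polysomes, while 2 of 25 stress granule genes were higher in input. In 3 more lists 1 or 2 members passed when adjusted that way. Of 73 ribosomal protein genes 0 passed the test in input, while their median was -0.17. In polysomes the median of the 13 mitochondrially encoded mRNAs was -0.36 with 0 members past the test. Mitochondrially encoded genes took 8.47% and 6.74% of the reads in polysomes of WT replicates 1 and 2. In polysomes of KO replicates 1 and 2 they took 6.73% and 4.88%, so WT replicate 2 and KO replicate 1 hardly differed. The 52 FMRP-bound mRNAs had a median of 0.06 in input and 0.04 in polysomes, and 0 passed the test in either, also when adjusted over the list alone. Other lists past the camera threshold had medians between -0.18 and 0.12 in input and between -0.23 and 0.20 in polysomes, and with an estimated correlation 0 of them passed (adjusted p = 0.341 to 0.741 in input and 0.424 to 0.786 in polysomes).

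By limma, 10 genes were higher and 12 lower in KO input among 12119 tested, and 8 were higher and 14 lower in KO polysomes. The counts of 22 and 22 became 13 and 13 without WT replicate 1, 14 and 15 without WT replicate 2, and 48 and 73 without KO replicate 1. In input the camera adjusted p was 1.88e-19 for ribosomal proteins (adjusted p = 0.426 with an estimated correlation), 0.000384 for immediate early genes (adjusted p = 0.341 with an estimated correlation) and 0.0643 for FMRP-bound mRNAs, and in polysomes it was 7.13e-12 for mitochondrial mRNAs (adjusted p = 0.534 with an estimated correlation) and 0.978 for FMRP-bound mRNAs. Of the other lists called in input, those of oxidative phosphorylation (median -0.05), chaperones (-0.13), stress granule proteins (0.05), neuronal cytoskeleton (0.12) and chromatin modifiers (0.09) lost their call without WT replicate 2, and with an estimated correlation (adjusted p = 0.341 to 0.741).

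The change of polysomes relative to input was compared between KO and WT because a translational effect of FMRP that alters ribosome binding could appear there. A translational effect that leaves the level of an mRNA in polysomes relative to input unchanged would not be seen. No single gene passed the test. Among 12119 genes limma called 0 (smallest adjusted p = 0.416), with 314 at an unadjusted p under 0.05, and voom on recovered reads also called 0. The genes with the smallest p were the lincRNA ENSG00000272338 (-0.81 ± 0.15), the pseudogenes LAPTM4BP2 (0.84 ± 0.16), RPS15AP1 (0.71 ± 0.14) and ENSG00000239323 (0.68 ± 0.14), and TMLHEP1 (-1.09 ± 0.23). By the preset-correlation test ribosomal protein mRNAs as a group lay higher in KO polysomes relative to input, with a median of 0.22 over 73 genes and 0 single members past the test, but not with an estimated correlation (adjusted p = 0.96). Nuclear subunits of oxidative phosphorylation had a median of 0.11 over 72 genes, mitochondrially encoded mRNAs of -0.35 over 13 and immediate early genes of -0.11 over 14, with EGR1 at -0.56 ± 0.24 and FOS at -0.45 ± 0.20. FMRP-bound mRNAs had a median of -0.03 over 52 genes, with 0 members past the test over all genes or adjusted over the list alone.

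The camera adjusted p was 5.68e-23 for ribosomal proteins, 1.33e-08 for mitochondrial mRNAs, 1.04e-06 for oxidative phosphorylation, 0.00249 for immediate early genes and 0.167 for FMRP-bound mRNAs. With an estimated correlation the adjusted p was 0.96 for the other lists and 0.651 for immediate early genes. Without WT replicate 2 the ribosomal protein call was lost (median 0.14), without WT replicate 1 or KO replicate 2 the mitochondrial call (medians -0.03 and -0.13), and without WT replicate 2 or KO replicate 2 that of oxidative phosphorylation (0.05 and 0.02). Without KO replicate 1 limma called 13 single genes, and without KO replicate 2 it called 2.

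The UBAP2L knockdown was set against scramble to find mRNAs that changed with a lower level of UBAP2L. The genes with the largest changes changed alike in input and polysomes. CHCHD2, which encodes a mitochondrial intermembrane space protein, fell from 60.9 ± 6.9 to 17.5 ± 2.7 RPKM in input (log2 change -1.75 ± 0.17, adjusted p = 0.000275) and from 149 ± 4.1 to 43.7 ± 8.1 RPKM in polysomes (-1.76 ± 0.17, adjusted p = 0.000405). ARPC3, a subunit of the actin-nucleating Arp2/3 complex, rose from 12.8 ± 1.9 to 41.4 ± 5.7 RPKM in input (1.62 ± 0.16), CD200, a membrane glycoprotein that restrains myeloid cells, from 31.5 ± 1.4 to 92.0 ± 8.2 RPKM (1.51 ± 0.14), and COX7C, a cytochrome oxidase subunit, from 42.3 ± 5.0 to 109 ± 12 RPKM (1.35 ± 0.16). The retinoic acid binding protein gene CRABP1 rose by 1.48 in input and 1.19 in polysomes. In the WT and KO inputs of the other experiment, CD200 stood at 89.8 ± 3.6 and 78.8 ± 3.3 RPKM, ARPC3 at 39.9 ± 0.37 and 38.6 ± 1.9 RPKM, and CHCHD2 at 65.5 ± 3.0 and 62.4 ± 1.6 RPKM.

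Other genes that rose in KD input were KCTD12, an auxiliary subunit of GABA-B receptors (1.21 ± 0.21), CA10 (1.15 ± 0.14) and the glycosyltransferase gene MGAT4B (1.13 ± 0.14), of which the last 2 were named from protein-coding genes alone. SLC17A6, a vesicular glutamate transporter, rose by 0.91 ± 0.15 in input and 0.81 ± 0.15 in polysomes, and the protocadherin gene PCDH17 by 0.71 ± 0.14 in each. The metallothionein gene MT1F fell by 0.77 and MT-TT by 0.91 in input. In polysomes S100A11, a calcium-binding protein, fell by 1.05, the secreted factor NENF by 0.96, the small heat shock protein HSPB1 by 0.80, ADA2 by 0.78 and GLIPR2 by 0.77. Pseudogene copies moved with their parents, such as ARPC3P3 (1.54 in input), COX7CP1 (1.29) and CHCHD2P6 (-1.90), and these values are uncertain because of shared reads. Of 51 genes called higher in input and 50 in polysomes 38 were shared, and of 13 and 27 called lower 9 were shared.

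**Figure D3:**
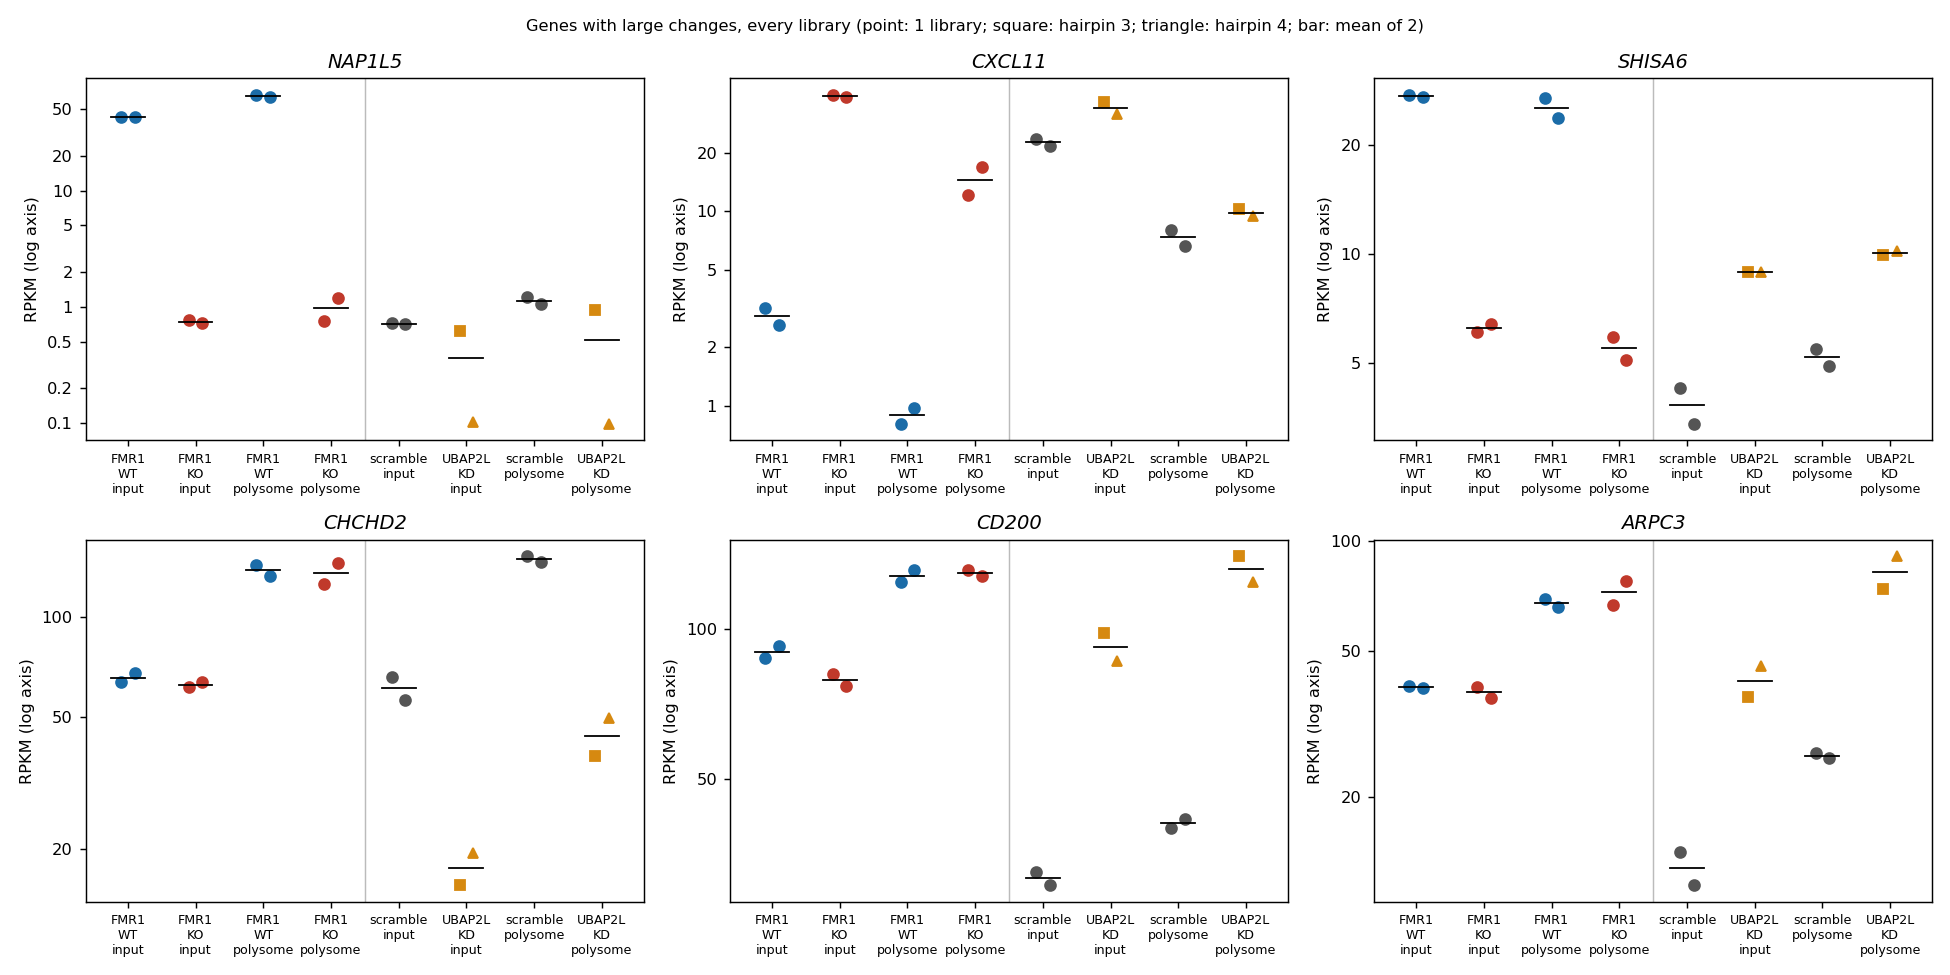
RPKM (log axis) of 6 genes in each of the 16 libraries, with 1 point per library, squares for hairpin 3, triangles for hairpin 4 and bars for the mean of 2 libraries. NAP1L5 and SHISA6 were low and CXCL11 high in KO and in the UBAP2L experiment relative to WT, CHCHD2 was low with both hairpins, and CD200 and ARPC3 were low in scramble.

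By the preset-correlation test ribosomal protein mRNAs lay lower in the knockdown as a group, but not with an estimated correlation (adjusted p = 0.978 in input and 0.905 in polysomes). Over 73 genes the median was -0.35 in input and -0.26 in polysomes, with 0 members past the test over all genes and, adjusted over the list alone, 19 lower in input and 0 in polysomes. RPS19 stood at -0.61 ± 0.15 in input (adjusted p = 0.111). Another 17 translation genes with 5' terminal oligopyrimidine tracts and translation factors had a median of -0.16 in input, with RACK1 at -0.53 ± 0.14 (adjusted p = 0.14). Synaptic vesicle and release genes had a median of 0.12 in input and 0.11 in polysomes, with 1 of 34 (SLC17A6) past the test and 5 adjusted over the list alone in each. Axon guidance genes had medians of 0.16 and 0.13, with 1 of 32 (PCDH17) past the test in each. Stress granule genes had medians of 0.14 and 0.15 with 0 of 25 past the test, and 0 and 2 adjusted over the list alone. FMRP-bound mRNAs had a median of 0.03 in input, and in polysomes a median of -0.01 beside a mean of 0.03, with 0 of 52 past the test and 0 and 1 adjusted over the list alone.

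By limma, 51 genes were higher and 13 lower in KD input among 12105 tested, and 50 were higher and 27 lower in KD polysomes. Without either scramble replicate limma called 0 genes in input and 0 in polysomes, while without hairpin 3 it called 303 and 432 and without hairpin 4 it called 194 and 198. The spread came only from the 2 hairpins in the former fits and only from the scramble libraries in the latter, and the change of CHCHD2 in input stayed at -1.63 and -1.86 without scramble replicates 1 and 2. Median-ratio rescaling gave 101 higher and 66 lower in input, quantile normalization 134 and 69, and scaling to reads outside mitochondrial genes 84 and 46. In KD polysomes, 1 fit over all 16 libraries gave 190 higher and 101 lower, and only the 4 libraries of the contrast gave 9 and 2. The camera adjusted p for ribosomal proteins was 3.64e-31 in input (adjusted p = 0.978 with an estimated correlation) and 2.05e-15 in polysomes (adjusted p = 0.905 with an estimated correlation), for synaptic vesicle genes 0.00677 and 0.0338, for axon guidance 0.00677 and 0.00877, for stress granule proteins 0.0344 and 0.00884, and for FMRP-bound mRNAs 0.845 and 0.9. Other lists past the threshold were other translation genes in input (0.000144), postsynaptic genes and glutamate receptors (medians 0.15 and 0.17, adjusted p = 0.0243 and 0.0238, 0 members past the test, and adjusted over the list alone 3 higher in input and 4 higher and 1 lower in polysomes) and, lower in polysomes, oxidative phosphorylation (median -0.11, 0.0217) and mesenchymal genes (median -0.16, 0.0311). In polysomes 1 of 72 oxidative phosphorylation genes passed the test and was higher, against the direction of its list. Of 5 mesenchymal genes 1 passed there and was lower. With an estimated correlation the adjusted p of all these called lists was 0.978 in input and 0.905 or 0.948 in polysomes. Without hairpin 3 the synaptic vesicle, axon guidance and stress granule calls were lost in both fractions.

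The change of polysomes relative to input was then compared between knockdown and scramble, the counterpart of the KO comparison. UBAP2L itself stood at -0.25 ± 0.23 there, and no gene passed the test. Among 12105 genes limma called 0 (smallest adjusted p = 1.00), with 99 at an unadjusted p under 0.05, and voom on recovered reads also called 0. Without hairpin 3 limma called 6 genes, and without hairpin 4 it called 1. The genes with the smallest p were the pseudogenes GAPDHP1 (1.06 ± 0.22), ENSG00000224886 (-0.79 ± 0.20), ENSG00000213280 (0.86 ± 0.22) and EEF1A1P8 (0.62 ± 0.17) and the antisense gene ENSG00000224905 (0.79 ± 0.21). Ribosomal protein mRNAs had a median of 0.09 over 73 genes (camera adjusted p = 9.79e-07, adjusted p = 0.972 with an estimated correlation) and other translation genes of 0.11 over 17 (adjusted p = 0.00394, adjusted p = 0.972 with an estimated correlation), with 0 single members past the test. The ribosomal protein call was lost without scramble replicate 2 (median 0.12) and that of other translation genes without scramble replicate 1 (median -0.02) or hairpin 3 (median 0.08). FMRP-bound mRNAs had a median of -0.01 (camera adjusted p = 0.891).

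The changes in the knockdown were then compared with those in the knockout. Mean FMR1 in scramble lay below the KO mean in input and in polysomes, so the control of the knockdown was itself low in FMR1. The comparison of KO and KD changes therefore cannot tell whether lower UBAP2L and loss of FMRP move the same mRNAs in cells with normal FMR1. Across 12092 genes the 2 changes of polysomes relative to input correlated at Pearson r = 0.03 (Spearman rho 0.06), and correlations of these changes with differences between replicates, paired by number or hairpin, ran from -0.20 to 0.07. Since no gene was called in KO, the 200 genes with the smallest p in each direction were followed. Those higher in KO had a median of -0.05 in the knockdown with 80 of 200 sharing the sign, and those lower in KO a median of -0.03 with 114 of 200 sharing the sign, and neither set passed the camera test. The median of all tested genes in the knockdown was also -0.03, so a negative sign was the more common among all genes. Within fractions the KO and KD changes correlated at -0.04 in input and 0.10 in polysomes. Called in the same direction in KO and KD were 0 genes in input, 0 higher genes in polysomes and 2 lower genes in polysomes, LINC01139 and TMEM176B. Called in opposite directions were 3 genes in input, SHISA6, D21S2088E and MT-TT, and 1 in polysomes, SHISA6, and the genes of both counts were named after their values were seen. The correlation ran from -0.10 without scramble replicate 1 to 0.15 without scramble replicate 2.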

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

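The test below was chosen after the shifts were seen, with what the explanation predicts written before its result was seen. List medians in polysomes relative to input that differed between groups by the preset-correlation test were, in KO, 0.22 for ribosomal proteins, -0.35 for mitochondrially encoded mRNAs, 0.11 for nuclear oxidative phosphorylation subunits and -0.11 for immediate early genes. In the knockdown they were 0.091 for ribosomal proteins and 0.11 for other translation genes. With an estimated correlation the adjusted p was 0.651 for immediate early genes, 0.96 for the other 3 lists in KO and 0.972 for both lists in the knockdown.

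For ribosomal proteins in KO, most of the shift lay in input, where the KO median was -0.17, against 0.06 in polysomes. Removing the trend on gene length left the median of polysomes relative to input at 0.21, which argues against that trend as the whole cause. Gaps between replicates in polysomes minus input were not used to weigh these shifts, because they need input and polysome libraries to be paired, and the labels do not pair them. The shift of mitochondrially encoded mRNAs was -0.03 without WT replicate 1. Other causes, among them an effect of the knockout and differences between preparations, stay open.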

How the results depend on the processing

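The main settings and the other alternatives were chosen before the data were examined, while voom, protein-coding genes alone, scaling outside mitochondrial genes, crossed pairing, and leave-outs and quantile normalization of single lists were added after. Calls of polysome against input fell from 7459 to 4606 in WT and from 5805 to 3476 in scramble with a mean RPKM of at least 5. The 22 calls of KO input became 12 in 1 fit over all 16 libraries and 52 with only the 4 libraries of the contrast, and the 22 of KO polysomes became 12 with a mean RPKM of at least 5, 14 over all 16 libraries and 37 by voom. The 64 calls of KD input became 42 with a mean RPKM of at least 5, 167 with median-ratio rescaling, 203 with quantile normalization, 334 over all 16 libraries, 110 by voom, 130 scaled to reads outside mitochondrial genes and 171 with only the 4 libraries. The 77 calls of KD polysomes became 151 with median-ratio rescaling, 291 over all 16 libraries, 130 over protein-coding genes, 143 by voom, 156 scaled to reads outside mitochondrial genes and 11 with only the 4 libraries. With a replicate block by number, KO input had 52 calls, KO polysomes 55 and KO polysomes relative to input 2, and with a replicate block by culture the last had 9, WT polysomes 7204, scramble polysomes 7609 and KD polysomes relative to input 0, although the numbers did not pair fractions in the FMR1 experiment. Crossed pairing gave 7643 calls in WT polysomes and 0 in KO polysomes relative to input. Of the list tests, 53 were called with the preset correlation, 0 with an estimated correlation, 28 by fry (10 of them among the 53) and 54 with the replicate block. No list passed fry for KO against WT or KD against scramble (smallest adjusted p = 0.0617, immediate early genes in KO input). Leaving out 1 replicate, which leaves the spread to the other groups, gave 4272 to 7683 calls in WT polysomes, 13 to 48 in KO input, 13 to 73 in KO polysomes, 0 to 13 in KO polysomes relative to input, 2457 to 6432 in scramble polysomes, 0 to 303 in KD input, 0 to 432 in KD polysomes, 0 to 6 in KD polysomes relative to input and 43 to 60 list calls. The correlation of KO and KD changes ran from -0.10 to 0.15, the KD median of genes higher in KO from -0.063 (without hairpin 3) to -0.042 and that of genes lower in KO from -0.054 to -0.0054. With 100 genes per direction the KD medians of genes higher and lower in KO were -0.062 and -0.047. With 500 genes they were -0.0091 and -0.050. Some lists turned direction by the test or median. For oxidative phosphorylation in KO polysomes the median was -0.026 without WT replicate 2 and 0.0049 without KO replicate 2, with a highest value of 0.15, and in polysomes relative to input 0.048 without WT replicate 2, in a range of 0.021 to 0.24. For mitochondrially encoded mRNAs in KO polysomes relative to input it was -0.029 without WT replicate 1, in a range from -0.71, and for axon guidance in KD polysomes 0.043 without hairpin 3, in a range to 0.23. Among named genes 0 of the alternatives reversed a change, 170 were weaker and 46 stronger. The cause of these differences was not tested.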

Other observations

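The tests of where scramble and FMR1-experiment levels lay, described below, were written after the pattern was seen. In inputs of the FMR1 experiment (mean ± SD, n = 4), NEUROD1 stood at 16.3 ± 0.573 RPKM, POU3F2 at 14.6 RPKM and SOX11 at 98.6 ± 11.2 RPKM, beside transcription factors of sensory and motor neurons such as POU4F1 at 36.0 ± 1.77 RPKM and ISL1 at 26.1 ± 2.72 RPKM. The cortical factor CUX2 stood at 8.62 RPKM. NES and SOX2, genes of neural progenitors, stood at 45.2 and 53.6 RPKM. In polysomes relative to input, 772 processed pseudogenes had a median log2 change of -0.40 in WT and -0.53 in scramble, or -0.22 over 517 and -0.14 over 491 of them with a mean RPKM of at least 5, and 75.1% of 559 pseudogenes lay lower than their parent gene in WT. No cause of these values was tested.

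The cells of the UBAP2L experiment could share the FMR1 knockout background, a hypothesis made from these same data. FMR1 in scramble input lay 2.19 below WT on the log2 scale (log2 difference -2.19), and scaling to reads outside mitochondrial genes left -2.11. Apart from FMR1, 12 of 21 genes called in KO input (57.1%) and 15 of 21 genes called in KO polysomes (71.4%) lay nearer the KO than the WT mean in scramble, among them in both sets NAP1L5, CXCL11, SHISA6 and BLCAP. EGR1 and FOS lay nearer WT in both sets. In 10000 random draws the median number nearer KO was 3 in input and 2 in polysomes, and the highest was 9 in each. The background stays open, as does a difference between the experiments in genes that vary between cultures, and the labels do not settle it.

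The higher calls in the knockdown may come from low levels in the scramble libraries, also a hypothesis made from these data. Of 51 genes called higher in KD input, 48 (94.1%) had FMR1-experiment input means nearer the knockdown than the scramble mean, CD200 and ARPC3 among them, and in polysomes the number was 46 of 50. Of genes called lower, 5 of 13 in input and 13 of 27 in polysomes lay nearer the knockdown, and CHCHD2 and UBAP2L lay nearer scramble. In random draws for genes called higher, the median number nearer the knockdown was 12 in input (highest 24) and 6 in polysomes (highest 16). For genes called lower it was 1 in input (highest 4) and 1 in polysomes (highest 7), so these counts also lay above the draws. An effect of the knockdown and a difference in level between the experiments stay open, because the labels give no other control for transduced cells.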
